A study of Mus musculus with 4 samples. Its data were reported in "Spatiotemporal transcriptomic map of glial cell response in a mouse model of acute brain ischemia" (2024).

How the data were processed

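Single-nucleus RNA sequencing of mouse brain was examined in 4 libraries, labelled sham control and day 1, day 3 and day 7 after permanent occlusion of the middle cerebral artery (MCAO), a model of stroke in which the artery is coagulated and cut. Per the labels, each library was made from 3 forebrain hemispheres that were pooled while the nuclei were isolated, so each group holds 1 library. Groups were taken from the labels alone. The labels' surgical protocol names uninjured cortex as the control tissue, whereas the series design names forebrain hemispheres for all time points, and the sham library held 354 striatal-projection-neuron-like nuclei, which cortex alone would not give. The study's own breakdown of nuclei by time point matches the deposited libraries only with the day 3 and day 7 labels exchanged, and the deposited labels were kept for every value.

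The authors sequenced droplet-based 3' libraries, mapped the reads to GRCm38 with STARsolo, counted exonic and intronic reads per gene against GENCODE vM8, collapsed molecular identifiers within 1 mismatch of each other and filtered those shared by several genes. The deposited values are raw UMI counts (UMI, unique molecular identifier) per gene and barcode for 46983 genes, with no normalisation, no ambient RNA removal and no filter on barcodes. The strand used in counting was not stated, so genes that overlap another gene are reported as uncertain, as are genes with close paralogs or pseudogene copies. Gene identifiers and symbols are those of the files. Positions were taken from the GENCODE vM21 annotation of GRCm38 by the identifier without its version, which matched 46488 of the 46983 identifiers, and 175 genes of the files carried a symbol used more than once. Of the 75 genes on the lists for glial classes and droplets, all 75 had a position and 26 overlapped another gene.

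The choice of tests, gene lists, marker lists, the rule for naming genes and 21 alternatives were written before the data were examined. Nuclei were called per library with a re-implementation of the emptyDrops test, since the package itself was not at hand. The ambient profile came from barcodes of at most 1000 UMIs, p-values came from 10000 Monte Carlo draws, barcodes above the knee of the depth curve were kept, and barcodes with a false discovery rate under 0.001 were taken as nuclei. Tested on simulated droplets, the calling took 0% to 0.2% of 500 simulated empty droplets per library as nuclei. It found 43.4% of 500 simulated nuclei in the sham setting, 72% in the day 1 setting, 36.4% in the day 3 setting and 29% in the day 7 setting. These were called nuclei drawn down to shallow depths over 1000 UMIs, under the knees of 6974 (day 3) to 10445 (day 1) UMIs. The shares found therefore hold for shallow nuclei only. Of the real barcodes over 1000 UMIs, 2152 of 2226 were called in sham control and 1592 of 1746 at day 7. Between 7.8% and 12.2% of the simulated empty droplets had a p-value under 5%, so the test is not exact at that level. Doublets were scored with Scrublet per library, and the highest-scoring share expected from the loading, 0.8% per 1000 nuclei, was removed.

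Nuclei were clustered with Seurat 5.3.0 in R 4.3.3 (SCTransform per library with sctransform 0.4.2, anchor integration, 30 principal components, resolution 0.8). The integration drew on 3000 variable genes, from which every gene of the fixed lists was left out, leaving 2952 features. Clusters were named from 287 markers of 18 cell classes. The score of a class in a cluster was the mean of its 5 highest log2 folds over the other nuclei, and a cluster stayed unnamed where fewer than 3 markers were detected, where its lead over the next class was under 0.5, or where mitochondrial, heat-shock or another class's genes led it. This naming rule was revised several times after the clusters had been seen, including the rule for which unnamed clusters count as neuronal. Under it 4 of 33 clusters stayed unnamed, with 15.9% of nuclei in sham control, 17.3% at day 1, 14.6% at day 3 and 15.3% at day 7. Of these, the clusters counted as neuronal held 15.0%, 14.8%, 12.2% and 13.7%, and a cluster led by mitochondrial genes, whose closest class was choroid plexus cell, held the rest. Classes are called microglia-like, astrocyte-like and so on, because names rest on RNA markers alone.

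For each class and library the UMIs of all nuclei were summed and given as CPM, the UMIs of a gene scaled to a common class total, with an exact Poisson interval. Ratios of a post-injury library to sham control carry an exact conditional binomial interval, and shares of nuclei an exact Clopper-Pearson interval, all at the 95% level and all covering counting error only. With 1 library per group no replicate check exists, no p-value was computed and nuclei were not treated as replicates. In list medians, in the ranking of genes and in lower bounds a class sum under 3 UMIs was set to 3 UMIs. A ratio to a sum of 0 was called a lower bound, a printed ratio to a sum of 1 or 2 UMIs was taken over that sum with its interval, and no ratio was given where both sums held at most 3 UMIs. The summary of a list is the median log2 ratio of its genes, with an interval from 2000 Poisson draws and its percentile among 10000 random lists of the same size drawn from the 200 genes nearest in mean expression. Leaving genes at or under 3 UMIs in both sums out of these medians was decided after the medians had been seen. A median computed with those genes at a ratio of 1 is given where it moved by more than 0.1. TMM factors were computed with edgeR 4.0.16.

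The lists read in the study's text were the microglia reactive list (9 genes), the microglia chemokine list (3 genes), the astrocyte reactive list (9 genes), and the oligodendrocyte reactive (10 genes), interferon (4 genes) and stress (8 genes) lists. The stress list also holds Klk6, which the study's text names as a reactive marker and not among its stress genes. The microglia reactive list also holds Ctsb, which the text takes from spatial data and staining. The other genes of the 3 reactive lists were picked by the study on these same libraries, and the interferon and stress lists on single cells analysed together with these nuclei, so none of the 5 is independent evidence. The chemokine list came from spatial data of the same study. The microglia homeostatic (8 genes), microglia disease-associated (10 genes) and astrocyte pan-reactive (12 genes) lists and the blood list came from general knowledge. The disease-associated and astrocyte reactive lists share 2 genes, the microglia and astrocyte reactive lists share 1, and the pan-reactive and oligodendrocyte reactive lists share 1. Glutamatergic-neuron-like nuclei of sham control held more than 5 CPM of 5 of the 9 microglia reactive genes, 1 of the 8 homeostatic, 3 of the 10 disease-associated, 0 of the 3 chemokine, 7 of the 9 astrocyte reactive, 3 of the 12 pan-reactive, 5 of the 10 oligodendrocyte reactive, 3 of the 4 interferon and 3 of the 8 stress genes.

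Individual genes were named by a fixed rule of size. In each glial class and each post-injury library, these were the 3 genes with the largest ratio of CPM upward and the 3 downward among genes with at least 30 UMIs in the pair of sums together and a higher CPM in the class than in glutamatergic-neuron-like nuclei of the library where the gene was higher. Mitochondrial and sex-linked marker genes were left out. Any gene of the fixed lists may be named as well. Shares of nuclei with a UMI of a list were computed after every nucleus had been thinned to 1000 UMIs.

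The ratio calculation was tested on simulated counts in which 200 genes were changed 4-fold in each of the 9 comparisons of a class and a day. The share of changed genes recovered was lowest in the comparison of microglia at day 1, with 93.5% on 4106 genes, and highest in that of astrocytes at day 1, with 98% on 6395 genes. Of 100 unchanged lists of 9 genes, 3 fell outside the 95% range of the random lists in that day 1 comparison of microglia and 9 in the comparison of microglia at day 7. The alternatives covered nucleus calling, mitochondrial and depth filters, doublets, clustering without integration (scanpy 1.11.5), cluster resolution (0.4 and 1.6), features, denominators, scaling, ambient subtraction and thinning. A further 8 alternatives were added after the data had been seen. The planned ambient subtraction removed free RNA in proportion to UMIs. As glutamatergic-neuron-like nuclei are deeper than glial nuclei, equal free RNA per nucleus would give a lower CPM and a lower share after thinning in them than in glial nuclei. An added alternative therefore took the same number of free UMIs from every nucleus, 943 in sham control, 1338 at day 1, 916 at day 3 and 963 at day 7. The level or share that this amount of free RNA would give by itself is printed beside the shares of nuclei with a list UMI and beside some of the listed genes. The equal amount is an assumption. It would make up 34.4% (day 7) to 38.6% (sham control) of the UMIs of oligodendrocyte-like nuclei. For some genes it gave more than was seen, so it can overstate free RNA. A value called not separable from free RNA is therefore not shown to be free RNA. Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1 was used throughout.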

Results

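Nuclei from the forebrain of male mice were profiled by droplet-based single-nucleus RNA sequencing in a sham control and at day 1, day 3 and day 7 after permanent MCAO. Each of the 4 groups held 1 library of 3 pooled hemispheres, so there were no replicates, no difference below has a replicate check, and every interval covers counting error only. The total count was 28195551 UMIs in sham control, 23285489 at day 1, 42963698 at day 3 and 25033355 at day 7. Of these UMIs, 60.4% in sham control, 56.4% at day 1, 52.0% at day 3 and 54.7% at day 7 fell in called nuclei.

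The calling gave 2152 nuclei in sham control (exact 95% Poisson interval 2062 to 2245), 1028 at day 1 (966 to 1093), 3168 at day 3 (3059 to 3280.3) and 1592 at day 7 (1515 to 1672), 7940 in all. The alternative that moved these numbers most took every barcode with more than 1000 UMIs as a nucleus, which gave 3734 at day 3. Nuclei of the day 1 library were the deepest, with a median of 11029.5 UMIs against 6409.5 in sham control, 5480.5 at day 3 and 7029.5 at day 7. After 145 nuclei had been taken as doublets, 7795 nuclei remained, of which 2115 came from sham control, 1020 from day 1, 3088 from day 3 and 1572 from day 7.

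The first comparison asked whether the makeup of the nuclei differed between the sham and post-injury libraries. Microglia-like nuclei made up 4.26% of the sham library (Clopper-Pearson 95% interval 3.44 to 5.20), 4.51% at day 1 (3.32 to 5.97), 6.15% at day 3 (5.33 to 7.06) and 6.11% at day 7 (4.97 to 7.41). The day 3 interval lay above that of sham control. Astrocyte-like nuclei made up 6.86% (5.82 to 8.02), 5.49% (4.17 to 7.07), 6.96% (6.09 to 7.92) and 4.33% (3.37 to 5.45) in the same order, and the day 7 interval lay below that of sham control. The share of oligodendrocyte-like nuclei was 15.2% (13.7 to 16.8), 15.8% (13.6 to 18.2), 14.1% (12.8 to 15.3) and 16.2% (14.4 to 18.1), and each interval overlapped that of sham control. The choice that moved these shares most was the denominator. Over non-neuronal nuclei alone, astrocyte-like nuclei held 20.1% in sham control (17.2 to 23.2) and 12.5% at day 7 (9.86 to 15.6). Microglia-like nuclei held 12.5% in sham control (10.1 to 15.1) and 16.2% at day 3 (14.1 to 18.4), so with this denominator the day 3 interval overlapped that of sham control. Over the same nuclei oligodendrocyte-like nuclei held 44.5% in sham control (40.8 to 48.2), 46.0% at day 1 (40.7 to 51.4), 37.0% at day 3 (34.2 to 39.8) and 47.0% at day 7 (42.7 to 51.3), so with this denominator the day 3 interval lay below that of sham control. Among nuclei with more than 2000 UMIs the microglia-like share was highest at day 1, with 4.18%, against 1.86% in sham control and 2.66% at day 3, so the order of the days depended on depth.

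**Figure D1:**
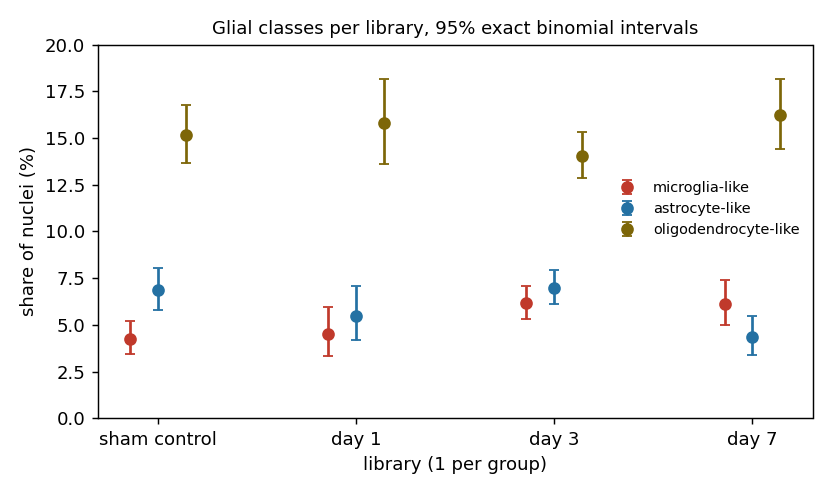
Share of nuclei (percent) in the microglia-like, astrocyte-like and oligodendrocyte-like classes in each of the 4 libraries, with points for the share and bars for the exact 95% binomial interval of counting error. The microglia-like share was 4.26% in sham control and 6.15% at day 3, and the astrocyte-like share was 6.86% in sham control and 4.33% at day 7.

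Outside these classes, neuronal nuclei of any kind made up 65.9% of the sham library, 65.7% at day 1, 62.0% at day 3 and 65.5% at day 7. Striatal-projection-neuron-like nuclei made up 16.7% in sham control (15.2 to 18.4), 12.9% at day 1 (10.9 to 15.2), 12.6% at day 3 (11.4 to 13.8) and 12.9% at day 7 (11.3 to 14.7). Glutamatergic-neuron-like nuclei made up 26.2% (24.4 to 28.2), 29.2% (26.4 to 32.1), 30.1% (28.5 to 31.8) and 29.7% (27.5 to 32.0). Endothelial-like nuclei made up 1.84% (1.31 to 2.51), 0.588% (0.216 to 1.28, from 6 nuclei), 2.40% (1.89 to 3.00) and 1.34% (0.829 to 2.03). With libraries merged and not integrated the share of endothelial cell-like nuclei, sham control, was 2.46% and the share of endothelial cell-like nuclei, day 1, was 1.37%. Precursor-like cells of the oligodendrocyte lineage made up 2.79% (2.13 to 3.58), 3.53% (2.48 to 4.85), 3.24% (2.64 to 3.92) and 2.93% (2.15 to 3.88).

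The next comparisons asked how the fixed gene lists of reactive glia stood in each class after injury relative to sham control. In microglia-like nuclei the median log2 ratio of the reactive list was 0.46 at day 1 (95% interval 0.25 to 1.07, percentile 96.4 among matched random lists). It was 2.81 at day 3 (2.56 to 3.21) and 1.62 at day 7 (1.30 to 2.17), above every one of the 10000 random lists on both days. The median of all genes in microglia-like nuclei was 0.11 at day 3, so these values stand against a small general shift. The alternative that moved the day 3 median most was thinning every nucleus to 1000 UMIs, which gave 2.14. Without Ctsb the medians of the microglia reactive list were 0.47, 3.00 and 1.88. The same list in glutamatergic-neuron-like nuclei, taken as background, had medians of 0.06, 0.36 and 0.47. All 9 genes of the list were higher than in sham control at day 3 and at day 7. No cluster was named as border or peripheral myeloid cell, although markers of that class were scored. The study's spatial data place peripheral myeloid cells in the lesion. Such cells may be counted among microglia-like nuclei, so these rises cannot be credited to microglia alone. Spp1 (ENSMUSG00000029304.14, GRCm38 chromosome 5, 104435118 to 104441050) rose from 31.2 CPM in sham control (13.5 to 61.5) to 557 CPM at day 3 (489 to 632), a ratio of 17.9 (8.92 to 41.8), but all sham UMIs lay in 1 nucleus. Apoe (ENSMUSG00000002985.15, chromosome 7, 19696109 to 19699188) stood at 437 CPM in sham control (360 to 526), 224 CPM at day 1 (171 to 288), 3072 CPM at day 3 (2908 to 3242) and 2085 CPM at day 7 (1927 to 2254). Equal free RNA in every nucleus would give 735, 463, 1202 and 919.7 CPM of Apoe, more than was seen in sham control and at day 1, so this estimate overstated free RNA there. Gpnmb (ENSMUSG00000029816.10, chromosome 6, 49036546 to 49070929) had 0 UMIs in sham control and 114 at day 3 in 26 nuclei, at least 22.6-fold higher over a sham sum set to 3 UMIs, with an exact lower limit of 18.1 for the ratio.

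The homeostatic list was lower in microglia-like nuclei at day 1, with a median of -0.89 (-1.18 to -0.53, percentile 0.01) and all 8 genes below sham control. Its medians at day 3, -0.19 (-0.42 to 0.04, percentile 14.7), and at day 7, -0.27 (-0.58 to -0.06, percentile 5.49), were inside the range of the random lists. With nuclei thinned to 1000 UMIs the day 1 median was -0.47. A cluster of 30 microglia-like nuclei scored 4.57 for microglia but also 3.44 for oligodendrocyte, so its nuclei may be mixed. It held 7 of the 90 microglia-like nuclei in sham control and 7 of the 46 at day 1. The lists were not computed without it. Gpr34 (ENSMUSG00000040229.11, chromosome X, 13632089 to 13640858) fell from 355 CPM (286 to 436) to 97.1 CPM (63.4 to 142) at day 1, a ratio of 0.273 (0.17 to 0.427), and it overlaps Cask on the other strand. The disease-associated list had medians of 0.35 at day 1 (-0.06 to 0.94, 7 of 10 genes with enough UMIs, percentile 82.4), 0.88 at day 3 (0.59 to 1.42) and 1.24 at day 7 (0.74 to 1.63), the last pair above every random list. With the genes short of UMIs set to a ratio of 1, the day 1 median was 0.14. In glutamatergic-neuron-like nuclei this list had a median of 0.80 at day 3. The chemokine list rested on few UMIs, and its medians of 0.64 (-0.41 to 1.47), 0.47 (-0.43 to 1.47) and 1.16 (-0.26 to 1.74) were not distinguishable from 0 at this depth. At day 1 it held 2 genes with enough UMIs, and with the third set to a ratio of 1 its median was 0.

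Among the genes named by the rule of size in microglia-like nuclei, Lyz2 (ENSMUSG00000069516.7, chromosome 10, 117277331 to 117282321), which has a close paralog, and Plin2 (ENSMUSG00000028494.12, chromosome 4, 86648386 to 86670060) rose most beside Gpnmb at day 3. Lyz2 had a ratio of 23.6 (7.88 to 116) from 119 UMIs in 46 nuclei. Plin2 had a ratio of 20.98 (8.01 to 78.1) from 141 UMIs in 45 nuclei. Lyz2 was also among the markers of border or peripheral myeloid cells, for which no cluster was named. At day 7 Igf1 was at least 14.0-fold higher over a sham sum set to 3 UMIs (exact lower limit 10.9), from 0 UMIs in sham control to 50 in 15 nuclei, and Spp1 was 10.6 times higher (5.17 to 25.2). The day 1 rises of Cd74, H2-Ab1 and H2-Aa, and the day 7 rise of Cd74, rested on single nuclei that held 83.3% to 100% of each gene's UMIs. The genes with the largest falls were Nxph1, Sepp1 and Thsd7a at day 1, Reln, Grin3a and 9330111N05Rik at day 3, and Unc13c, Grin3a and Nxph1 at day 7. A single sham nucleus held at least 50% of the UMIs of Nxph1, Reln, Grin3a and 9330111N05Rik. Of the 18 comparisons of named genes in this class, 10 had at least that share in 1 nucleus. Spp1, Igf1, Cd74, Nxph1, Sepp1, Thsd7a, Reln, Grin3a, 9330111N05Rik and Unc13c overlap another annotated gene, and their counts are uncertain to that extent.

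In astrocyte-like nuclei the reactive list went below sham control at day 1, with a median of -0.76 (-1.004 to -0.49, percentile 0.02), and above it at day 3, with 0.34 (0.14 to 0.64, percentile 99.8), and day 7, with 0.24 (0.10 to 0.47, percentile 96.3). The alternative that moved the day 1 value most was thinning every nucleus to 1000 UMIs, which gave 0.01, and the day 7 value became -0.08 under the same choice. The list had a median of 0.70 in glutamatergic-neuron-like nuclei at day 3, and the day 3 median in astrocyte-like nuclei was 0.36 (0.17 to 0.64) after subtraction of the ambient profile in proportion to UMIs and 0.41 (0.19 to 0.69) with the same number of free UMIs taken from every nucleus. Gfap (ENSMUSG00000020932.14, chromosome 11, 102887336 to 102900912, overlapping Gm26668 on the other strand) rose from 174 CPM in sham control (144 to 209) to 297 CPM at day 1 (246 to 357), 685 CPM at day 3 (629.9 to 744) and 400.0 CPM at day 7 (341 to 466), against at most 11.98 CPM in glutamatergic-neuron-like nuclei. Gfap from equal free RNA in every nucleus would be 10.8, 20.8, 44.5 and 21.2 CPM in the 4 libraries, below the interval of each. Vim (ENSMUSG00000026728.9, chromosome 2, 13573927 to 13582826) had a ratio to sham control of 0.676 at day 1 (0.315 to 1.36), 7.33 at day 3 (5.02 to 11.1) and 2.13 at day 7 (1.29 to 3.54). Such free RNA would give 17.8 CPM of Vim at day 1, within its interval of 15.9 to 53.8 CPM, so Vim was not separable from free RNA there. In sham control and at day 3 and day 7 it would give 13.5, 42.7 and 10.8 CPM of Vim, below the intervals. Apoe fell to a ratio of 0.481 at day 1 (0.44 to 0.525) and stood at 0.963 (0.911 to 1.02) and 0.978 (0.914 to 1.05) at day 3 and day 7.

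The pan-reactive list in the same nuclei had a median of 1.43 at day 3 (0.83 to 1.94, 9 of 12 genes with enough UMIs, all higher, above every random list), which was 1.25 with the genes short of UMIs at a ratio of 1 and 0.43 with nuclei thinned to 1000 UMIs. Its medians of 0.22 at day 1 (-0.37 to 0.76) and 0.17 at day 7 (-0.32 to 1.00) were not distinguishable from 0, and both were 0 with those genes at a ratio of 1. With libraries merged and not integrated the day 1 median was 1.56. Of the 18 comparisons of genes named by size in this class, 8 had at least 50% of the UMIs in 1 nucleus. These included Cbx7, Npl and Gm17359 upward at day 1, Hspa1a upward and Gm38505 downward at day 3, Flt1 and Cenpf upward at day 7 and Myoc downward at day 7. The remaining genes were Mog, Vit and Gin1, lower at day 1, Gm28438 and Spp1, higher at day 3, Slc6a20a and Fa2h, lower at day 3, Ly86, higher at day 7, and Kctd8 and Slc6a20a, lower at day 7. Gm28438 is annotated as an unprocessed pseudogene, and its count is uncertain for that reason. Cbx7, Gm17359, Mog, Vit, Gin1, Hspa1a, Gm38505, Slc6a20a, Cenpf, Myoc, Kctd8 and Spp1 overlap another annotated gene and are uncertain as well. Spp1 in astrocyte-like nuclei, day 3, had a log2 ratio of 4.07, which was 1.40 with the same number of free UMIs taken from every nucleus.

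In oligodendrocyte-like nuclei the reactive list had a median of 0.54 at day 1 (0.34 to 0.74) and 0.53 at day 7 (0.37 to 0.72), above every random list on both days, and 0.10 at day 3 (-0.02 to 0.32, percentile 88.7), which was not distinguishable from 0. The alternative that moved these most was the mean of nuclei at day 7, with 0.40. TMM scaling shifted all genes of this class by 0.11 at day 7. The background medians in glutamatergic-neuron-like nuclei were 0.20, 0.38 and 0.37. Rhoj (ENSMUSG00000046768.13, chromosome 12, 75308322 to 75401456) rose from 71.5 CPM (54.0 to 92.9) to 296 CPM at day 1 (254 to 343), 143 CPM at day 3 (121 to 168) and 163 CPM at day 7 (135 to 195). Serpina3n (ENSMUSG00000021091.8, chromosome 12, 104406729 to 104414329) had 1 UMI in sham control, 7 at day 1 and 15 at day 3 and at day 7, a ratio at day 7 of 16.5 with an interval of 2.54 to 694. Its level was 1.28, 11.8, 14.1 and 21.1 CPM in the 4 libraries. Equal free RNA in every nucleus would give 6.86, 24.3, 18.6 and 13.7 CPM. This was more than was seen in sham control, at day 1 and at day 3, so the estimate may overstate free RNA there. The day 7 estimate lay within the day 7 interval of 11.8 to 34.7. Serpina3n was therefore not separable from free RNA by this estimate, which does not show that its RNA was free. C4b (ENSMUSG00000073418.4, chromosome 17, 34728380 to 34743882) had a ratio of 0.769 at day 1 (0.368 to 1.55), 1.85 at day 3 (1.13 to 3.1) and 2.66 at day 7 (1.62 to 4.47). Its level was 30.6 CPM (19.6 to 45.6), 23.6 CPM (12.9 to 39.5), 56.6 CPM (43.2 to 72.8) and 81.4 CPM (61.8 to 105), against 9.46, 14.1, 20.1 and 17.9 CPM from equal free RNA in every nucleus. Both genes have close paralogs, and their counts are uncertain to that extent.

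The interferon list had medians of -0.34 at day 1 (-1.30 to 0.40), 0.88 at day 3 (-0.23 to 1.56) and 1.06 at day 7 (0.17 to 1.78, percentile 99.8), each over 3 of 4 genes. With the fourth at a ratio of 1 the medians were -0.23, 0.44 and 0.68. With the same number of free UMIs taken from every nucleus the oligodendrocyte interferon list, day 1, stood at -1.87, and it stood at -2.60 at day 3 and 0.68 at day 7, so its direction at day 3 depended on how free RNA was treated. At day 7 such free RNA would give 60.8 CPM of B2m, which overlaps another annotated gene, against 29.5 CPM seen. The estimate thus overstated free RNA of B2m. For H2-D1 it would give 29.0 CPM, within the interval of 16.1 to 41.6. Neither gene was separable from free RNA by this estimate. Ifi27 stood at 68.8 CPM (50.9 to 90.9) against 39.4 CPM from free RNA. The stress list had medians of 0.81 at day 1 (0.32 to 1.40, percentile 99.4), 0.29 at day 3 (-0.27 to 0.89) and 0.31 at day 7 (-0.42 to 0.92). With the genes short of UMIs at a ratio of 1 they were 0.47, 0 and 0, and with at least 10 UMIs required per gene the day 1 median was 0.12. Without Klk6 the medians of the oligodendrocyte stress list were 0.91, -0.02 and 0.08. By the rule of size the largest rises at day 1 were those of Cdkn1a, with a ratio of 7.25 (3.37 to 17.8) from 44 UMIs in 29 nuclei, Mcmdc2, with 6.78 (2.97 to 18.0), and Slc39a14, with 6.11 (3.14 to 12.997). At day 3 Shroom3 fell most, to a ratio of 0.197 (0.126 to 0.298), with 109 sham UMIs in 62 nuclei, followed by Mxd1 and Ppia. Gm28438, Spp1 and C1qa rose most at day 3. The 72 UMIs of Spp1 lay in 71 nuclei, and its level in the free RNA of day 3 was 272 CPM. With the same number of free UMIs taken from every nucleus, these 3 genes kept at most 3 UMIs in each sum. Their rises were not separable from free RNA by this estimate. At day 7 Ctsc and Gm26522, which overlap each other on opposite strands, and Amd-ps3, a pseudogene, rose most, and Rpl27a, Vav3 and Trappc4 fell most. Ppia at day 3 and Rpl27a and Trappc4 at day 7 also kept at most 3 UMIs in each sum after that subtraction. Vav3, Rasgef1b and Fam107b had fallen most at day 1. A single nucleus held 80.4% of the UMIs of Ctsc, 93.9% of those of Gm26522 and 97.0% of the sham UMIs of Vav3. Ppia, Rpl27a and Amd-ps3 have many near-identical copies and are uncertain. So are Cdkn1a, Mcmdc2, Fam107b, Shroom3, Spp1, Mxd1, Rpl27a and Trappc4, which overlap another annotated gene, and Rasgef1b, for which no position was found.

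**Figure D2:**
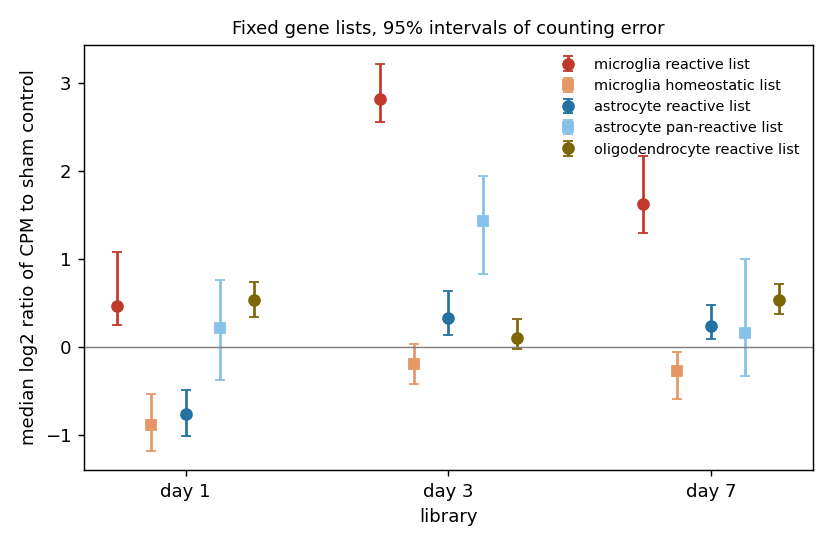
Median log2 ratio of CPM to sham control of 5 of the fixed gene lists in the glial class each belongs to, at day 1, day 3 and day 7, with points for the median and bars for the 95% interval of counting error. The microglia reactive list stood at 2.81 at day 3, and the astrocyte reactive list at -0.76 at day 1, a value that became 0.01 with nuclei thinned to 1000 UMIs.

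The last comparison asked how many nuclei of each class carried list RNA once all had the same depth of 1000 UMIs. At least 1 UMI of the microglia reactive list without Apoe was found in 55.6% of microglia-like nuclei in sham control (44.7 to 66.0), 56.5% at day 1 (41.1 to 71.1), 76.8% at day 3 (70.2 to 82.6) and 69.8% at day 7 (59.6 to 78.7). The background shares in glutamatergic-neuron-like nuclei thinned to the same depth were 11.4%, 13.1%, 15.9% and 12.4%. Without thinning, the shares in microglia-like nuclei were 71.1%, 95.7%, 88.4% and 85.4% at median depths of 1811.5, 3847.5, 1725.5 and 2049.5 UMIs, against 67.2%, 81.9%, 73.4% and 72.4% in glutamatergic-neuron-like nuclei at 10261, 16479.5, 8949 and 11046 UMIs. Equal free RNA in every nucleus would by itself give 17.98%, 16.4%, 35.3% and 25.7%. The day 3 interval after thinning lay above that of sham control, and with free RNA taken off in this way the share of microglia-like nuclei with a list UMI, sham control, was 45.8%, the share of microglia-like nuclei with a list UMI, day 1, was 48.0%, the share of microglia-like nuclei with a list UMI, day 3, was 64.2%, and the share of microglia-like nuclei with a list UMI, day 7, was 59.3%. The choice that moved the sham share most was a minimum of 2 UMIs, which gave 21.1% in sham control and 54.2% at day 3.

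A UMI of Gfap or Vim was found in 9.66% of thinned astrocyte-like nuclei in sham control (5.38 to 15.7), 23.2% at day 1 (12.98 to 36.4), 33.0% at day 3 (26.8 to 39.7) and 22.1% at day 7 (12.9 to 33.8), against 0.901%, 0.336%, 2.15% and 0.642% in glutamatergic-neuron-like nuclei. Without thinning these shares were 25.5%, 48.2%, 54.0% and 39.7% at median depths of 3006, 5364.5, 2806 and 3573 UMIs, against 9.19%, 7.38%, 20.6% and 8.14% in glutamatergic-neuron-like nuclei. Equal free RNA in every nucleus would by itself give 3.70%, 5.56%, 11.9% and 5.12% of thinned astrocyte-like nuclei. A UMI of Serpina3n or C4b was found in 3.43% of thinned oligodendrocyte-like nuclei in sham control (1.72 to 6.05), 1.24% at day 1 (0.151 to 4.42), 4.38% at day 3 (2.66 to 6.75) and 7.06% at day 7 (4.24 to 10.9), against 0.18%, 0.671%, 0.43% and 0.642% in glutamatergic-neuron-like nuclei. Without thinning they were 7.17%, 8.70%, 12.7% and 13.7% at median depths of 2023, 3094, 1864 and 2389 UMIs, against 1.44%, 3.69%, 4.40% and 2.78%. Equal free RNA in every nucleus would by itself give 2.02%, 4.66%, 4.93% and 3.87% of thinned oligodendrocyte-like nuclei. This was more than was seen at day 1 and day 3, and the sham value of 2.02% lay within the sham interval of 1.72 to 6.05. The shares of sham control, day 1 and day 3 were therefore not separable from free RNA by this estimate, which may be too high.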

Values the study reported

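The study reported 7,946 high-quality nuclei and grouped them into 11 main populations. It counted 426 microglia, 763 astroependymal cells and 1,433 cells of the oligodendrocyte lineage among them.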

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

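The tests of blood of constant makeup and of depth between libraries were chosen after the results had been seen, and the tests by thinning, by leaving out each gene's nucleus with the most UMIs and by taking the same number of free UMIs from every nucleus use alternatives added after the data had been seen.

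The astrocyte reactive list went in opposite directions relative to sham control at different time points. Its median log2 ratio in astrocyte-like nuclei was -0.76 at day 1, 0.34 at day 3 and 0.24 at day 7. The difference between the time points was not tested, since each has 1 library. Free RNA of other cells as the whole cause was argued against for the day 1 fall, because the median after subtraction of the ambient profile was -0.85 (-1.16 to -0.59) in proportion to UMIs and -1.10 (-1.33 to -0.69) with the same number of free UMIs taken from every nucleus. Single nuclei with many UMIs were argued against as well, because leaving out each gene's nucleus with the most UMIs gave -0.87 (-1.09 to -0.51). A difference in depth between nuclei stays open. With every nucleus thinned to 1000 UMIs the day 1 median was 0.00998 (-0.38 to 0.37), with 5 genes higher and 4 lower. Thinning weights every nucleus equally, in expectation as the mean of nuclei does, and leaves fewer UMIs. It therefore cannot take away a difference in makeup between deep and shallow nuclei. The mean of nuclei, which keeps all UMIs, gave -0.32, a smaller fall. Thinning decides neither way, and the fall cannot be told apart from an effect of depth. Astrocyte-like nuclei had a median of 5364.5 UMIs at day 1 against 3006 in sham control. In glutamatergic-neuron-like nuclei the same list had a median of -0.26 at day 1 and 0.70 at day 3. The day 3 rise in astrocyte-like nuclei was 0.36 (0.17 to 0.64) after subtraction of the ambient profile in proportion to UMIs, 0.41 (0.19 to 0.69) with the same number of free UMIs taken from every nucleus, and 0.43 (0.18 to 1.09) after thinning. It was lowest, at 0.10, with nuclei under 5% mitochondrial UMIs. The day 7 median lay inside the range of the random lists. It was -0.078 (-0.28 to 0.32) after thinning, with 4 genes higher and 5 lower. The mean of nuclei, leaving out the deepest nuclei and merging also made it negative, so the direction at day 7 depended on the processing. A response of astrocytes to injury that differs with time may also contribute and was not tested.

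A signal of blood genes above the sham level appeared in droplets of more than 100 and at most 1000 UMIs, which the comparisons of nuclei do not use. The summed CPM of 4 haemoglobin genes was 7.60 in sham control, 43.8 at day 1, 47.5 at day 3 and 21.5 at day 7, a ratio to sham control of 5.76 (4.45 to 7.56), 6.25 (4.90 to 8.08) and 2.83 (2.15 to 3.77). That of 2 granulocyte genes was 2.35, 16.5, 6.68 and 2.27, a ratio of 7.00 (4.43 to 11.6), 2.84 (1.79 to 4.70) and 0.965 (0.505 to 1.84). The haemoglobin genes have close paralogs, so only their sum is given. Whole blood cells in a few droplets were argued against, because the 10 droplets with the most UMIs of these 6 genes held 4.38% of them at day 1, 3.90% at day 3 and 9.09% at day 7. A difference in depth between libraries was argued against, because the 6 genes together were above the sham level both in the day 1 library, with 0.826 times the total UMIs of sham control, and in the day 3 library, with 1.52 times. In droplets of at most 100 UMIs they stood at 7.80 times the sham level at day 1 (4.41 to 15.02). Blood of one constant makeup left in the tissue of all libraries was argued against, because the ratio of granulocyte to haemoglobin UMIs was 3.57 times higher at day 1 than at day 7 (2.15 to 6.16). The intervals of the haemoglobin and granulocyte ratios to sham control lay apart at day 3 and day 7 but overlapped at day 1. The day 1 rise by itself therefore leaves blood of constant makeup open. Bleeding, entry of granulocytes after injury, or a difference in how much blood was washed out of each hemisphere may each contribute, and none of these was tested.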

How the results depend on the processing

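The alternatives that left out the deepest glial nuclei, left out each gene's nucleus with the most UMIs, thinned every nucleus before summing, took the same number of free UMIs from every nucleus, took off the share of nuclei that such free RNA would give, or left Ctsb or Klk6 out of a list were chosen after the data had been seen. Where a value below changed, the cause was not tested unless stated. No paired analysis was possible because the labels pair no samples.

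The number of nuclei kept within its interval at a false discovery rate under 0.01 in all 4 libraries. Taking every barcode with more than 1000 UMIs gave 1203 nuclei at day 1, 3734 at day 3 and 1746 at day 7. Keeping called nuclei with more than 2000 UMIs gave 1867 in sham control, 2639 at day 3 and 1426 at day 7, as the alternative removes shallow nuclei by construction.

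Of the alternative values of the 3 glial shares, 84 stayed within the interval and 24 moved. Over non-neuronal nuclei alone, which shrinks the denominator by construction, astrocyte-like nuclei held 20.1% in sham control, 16% at day 1, 18.3% at day 3 and 12.5% at day 7. Microglia-like nuclei held 12.5%, 13.1%, 16.2% and 17.7%, and oligodendrocyte-like nuclei 44.5%, 46.0%, 37.0% and 47.0%. Among nuclei with more than 2000 UMIs, microglia-like nuclei held 1.86% in sham control, 2.66% at day 3 and 3.49% at day 7, and oligodendrocyte-like nuclei 9.13%, 7.30% and 11.9%. At resolution 0.4 the share of astrocyte-like nuclei, day 1, was 7.55%, and it was 9.29% at day 3 and 5.92% at day 7, and with the deepest glial nuclei left out it was 3.25% at day 7. With libraries merged and not integrated, the microglia-like share at day 3 was 7.09% and the oligodendrocyte-like share at day 1 was 12.4%, since a cluster of 34 nuclei of that library stayed unnamed there. In the other classes 219 values stayed within the interval and 61 moved.

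Of the alternative values of the 4 main lists, 127 stayed within the interval and 15 moved. A further 5 changed sign where the interval had excluded 0, all 5 of them for the astrocyte reactive list, and the oligodendrocyte reactive list at day 3, whose interval had included 0, also changed sign after thinning. TMM scaling, CPM without mitochondrial and ribosomal genes, ambient subtraction in proportion to UMIs and keeping doublets moved no list median beyond its interval. Thinning to 1000 UMIs gave 0.00998 at day 1 and -0.078 at day 7 for the astrocyte reactive list, -0.47 at day 1 for the homeostatic list, 2.14 at day 3 for the microglia reactive list and -0.023 at day 3 for the oligodendrocyte reactive list. It gave no value for the chemokine list at day 1 and day 7. Thinning leaves fewer UMIs, and the floor of 3 UMIs then draws ratios to a scarce sum toward 1 by construction. The log2 ratio of Gpnmb in microglia-like nuclei at day 3 went from 4.50 to 2.80. The astrocyte reactive list stood at -0.32 at day 1 as a mean of nuclei, at -0.40 at day 1 with the deepest nuclei left out and at 0.13 at day 3 with libraries merged. For the astrocyte reactive list, day 7, the mean of nuclei gave -0.025, leaving out the deepest nuclei -0.011 and merging -0.055. Merging also gave 0.090 at day 1 and 2.49 at day 3 for the microglia reactive list and -0.52 at day 3 for the homeostatic list, which was -0.45 at day 3 with the deepest nuclei left out. Nuclei under 5% mitochondrial UMIs gave 2.26 at day 3 for the microglia reactive list and 0.10 at day 3 for the astrocyte reactive list. Leaving out each gene's nucleus with the most UMIs gave 1.28 at day 7 for the microglia reactive list. The same number of free UMIs taken from every nucleus gave -1.10 at day 1 for the astrocyte reactive list and 3.25 at day 3 for the microglia reactive list. For the other lists 167 values stayed within the interval and 14 moved. Among the values that moved, that subtraction gave -1.87 at day 1 and -2.60 at day 3 for the oligodendrocyte interferon list. The oligodendrocyte stress list, day 3, was -0.022 without Klk6, which lay within its interval of -0.27 to 0.89.

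Of the alternative log2 ratios of named genes, 474 stayed within the interval, 84 moved and 10 changed sign. In astrocyte-like nuclei Cbx7 at day 1 went to -0.050 without its nucleus with the most UMIs, which held nearly all of them, and to -0.59 with libraries merged. Gm38505 at day 3 went to 0.20 with the deepest nuclei left out. After thinning, Mog and Gin1 at day 1 were each at 0.37, Kctd8 at day 7 at 0.092 and Myoc at day 7 at 0.68, all from few UMIs. With the same number of free UMIs taken from every nucleus, Gm28438, Spp1, C1qa and Ppia at day 3 and Rpl27a and Trappc4 at day 7 kept too few UMIs in oligodendrocyte-like nuclei to give a value. In these nuclei Vav3 went to 0.58 at day 1 after thinning, and at day 7 to 0.55 without its nucleus with the most UMIs and 0.56 with libraries merged.

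The shares of nuclei with a list UMI depended on depth. Without thinning they were 71.1%, 95.7%, 88.4% and 85.4% for microglia-like nuclei in sham control and at day 1, day 3 and day 7. For astrocyte-like nuclei they were 25.5%, 48.2%, 54.0% and 39.7%, and for oligodendrocyte-like nuclei 7.17%, 8.70%, 12.7% and 13.7%. With at least 2 UMIs required after thinning, a stricter count by construction, the microglia-like shares were 21.1%, 23.9%, 54.2% and 49.0%. The astrocyte-like shares were then 2.76%, 14.3%, 13.02% and 2.94%, and the oligodendrocyte-like shares 0.623%, 0.621%, 0.23% and 1.96%. With the share that equal free RNA in every nucleus would give taken off, the share of microglia-like nuclei with a list UMI, sham control, was 45.8%, the share of microglia-like nuclei with a list UMI, day 1, was 48.0%, the share of microglia-like nuclei with a list UMI, day 3, was 64.2%, the share of microglia-like nuclei with a list UMI, day 7, was 59.3%, the astrocyte-like shares 6.18%, 18.7%, 24.0% and 17.9% and the oligodendrocyte-like shares 1.43%, 0%, 0% and 3.32%. The 46 microglia-like and 56 astrocyte-like nuclei of day 1 limit every value of those classes at that time point.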

Other observations

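The tests of integration, of the cluster of day 1 nuclei, and of an exchange of the day 3 and day 7 labels were chosen after the results had been seen, as was the split of the dentate genes by their level.

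A cluster with dentate granule cell genes held 4 nuclei of sham control (0.189%), 18 at day 1 (1.76%), 47 at day 3 (1.52%) and 44 at day 7 (2.80%). Without integration the corresponding cluster held 0.0473% of sham nuclei, 1 nucleus, against 6, 16 and 24 nuclei after injury. Integration of the libraries as the cause was argued against for day 3 (0.296% to 0.840%) and day 7 (0.981% to 2.26%). Their intervals lay above that of sham control (0.00120% to 0.263%). The day 1 interval (0.216% to 1.28%) overlapped that of sham control, so for day 1 integration stays open. Less of the hippocampal formation in the sham tissue may be the cause and stays open. In the free RNA the dentate genes were at least 1.28 times the sham level in every post-injury library (1.16 to 1.42 at day 1, the lowest). Among the 8 genes, the 5 with the lowest levels in sham control had ratios of 1.55 (1.21 to 1.99), 0.924 (0.727 to 1.18) and 1.89 (1.50 to 2.40), so the day 3 library did not show the rise. The list was written after Dsp, Il16, Lct, Glis3 and Prox1 had been seen among the leading genes of the cluster. The most abundant of the 8 in sham control and at day 7 were Trpc6, with 22.5 and 29.7 CPM, Glis3, with 19.5 and 32.5 CPM, and Prox1, with 17.4 and 27.5 CPM, and other cells may express them. A smaller sampled share of this region and a difference between sham and injured brains cannot be told apart here, and no biological explanation was tested.

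When the libraries were merged without integration, 34 nuclei of day 1 formed a cluster of their own. Its closest class was oligodendrocyte, but it stayed unnamed there, whereas all 34 nuclei were oligodendrocyte-like in the integrated clustering. Doublets were argued against, because their median depth was 0.981 times that of the 126 nuclei of day 1 named oligodendrocyte-like in that clustering. A response to injury in part of the oligodendrocytes is a candidate explanation that stays open, because the summed CPM of the stress list was 1.40 times higher (0.853 to 2.21) and, without Klk6, 1.58 times higher (0.956 to 2.52), intervals that include 1. The median log2 ratio of the stress list was 0.87 (0.44 to 1.56) and that of the interferon list, from 3 genes, 1.14 (0.27 to 2.14). Both were inside the range of matched random lists, at percentiles 36.6 and 69.2, and setting sums under 3 UMIs to 3 raises ratios of the smaller sum by construction. The summed interferon list was at 1.02 (0.343 to 2.53). Cdkn1a alone, picked out after its value was seen, was 2.28 times higher (1.14 to 4.40). More free RNA of the library may contribute. The 2553 genes with at least 20 CPM in the free RNA of day 1 and at least 4 times their level in oligodendrocyte-like nuclei of sham control were 1.08 times higher in the cluster than in the other nuclei (1.05 to 1.12), a small difference whose interval does not cover variation between nuclei. The oligodendrocyte reactive list was lower in these nuclei, with a median log2 ratio of -0.56 (-0.83 to -0.08) to the others and a summed CPM of 0.837 times theirs (0.744 to 0.938). Within the list Neat1, with 188 of its 353 UMIs in the cluster, was 1.47 times higher (1.24 to 1.73). Gab2 was 1.51 times higher (1.00 to 2.24), and the remaining genes were lower.

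Cd74, H2-Aa and H2-Ab1 were highest at day 1 in microglia-like nuclei because of 1 nucleus of 5027 UMIs, which held 146 of the 148 Cd74 UMIs. It carried 6 of 10 other markers of border or peripheral myeloid cells, among them Lyz2 with 12 UMIs, Ccr2 with 11 and F13a1 with 9, and 0 UMIs of Cx3cr1 and of P2ry12. A single nucleus of another myeloid type may therefore have been placed in the class. Without it 2 Cd74 UMIs remained at day 1.

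A cluster led by mitochondrial genes held 19 nuclei of sham control (0.898%), 25 at day 1 (2.45%), 73 at day 3 (2.36%) and 25 at day 7 (1.59%). Droplets with free RNA and no nucleus were argued against as the whole cause, because the mitochondrial share of free RNA was at most 0.297 times that of the cluster as a whole in any library. That share was 7.97%, 8.07%, 11.5% and 9.63% in the cluster and 1.12%, 2.40%, 2.71% and 2.30% in the free RNA. The median share per nucleus of the cluster was 6.71%, 3.32%, 10.0% and 11.3%, so at day 1 free RNA stays open for part of the nuclei. Choroid plexus cell was the closest class of the cluster, with a score of 4.88 against 2.31 for astrocyte and 10 markers detected. Its leading genes by fold began with Ttr and Otx2os1, ahead of the mitochondrial genes. Its mean log2 fold of pan-neuronal markers was 0.109, and it was counted as non-neuronal because of its closest class. Differing amounts of choroid plexus in the tissue, damaged cells or cytoplasm attached to nuclei may explain the cluster. The study describes activated astrocytes with many mitochondrial and ribosomal reads, and these may be among the nuclei. None of these was tested.

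The study's own breakdown of nuclei by time point matches the deposited libraries only with the day 3 and day 7 labels exchanged, which bears on every day 3 and day 7 value. The microglia reactive list speaks against an exchange, because its median log2 ratio in the library labelled day 7 minus that in the library labelled day 3 was -1.19, while the study's text places the peak of reactive microglia at day 3. These point in opposite directions, so the deposited labels and exchanged ones cannot be told apart here. No biological explanation was tested.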
